A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

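Array comparative genomic hybridization (array CGH) compares the DNA of a test animal with reference DNA on the same array, each labelled with its own fluorescent dye. The 16 arrays covered 1 family of non-irradiated C57BL/6 mice, a sire, a dam and 6 of their offspring. Tail DNA of each mouse was hybridized against DNA of the same reference male mouse on 2 arrays with the dyes exchanged, so each mouse had 1 array with the mouse in Cy3 and 1 with the mouse in Cy5. The 2 arrays of a mouse were treated as 1 replicate. Groups (sire, dam, offspring) were taken from the sample labels. The labels give no sex for the offspring, and the offspring were not grouped by sex. The reference was a single animal, so its own spread is left out of every comparison.

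The authors extracted the images with Feature Extraction 10.7.1.1, and the deposited scanner files give for every spot the log10 ratio of red (Cy5) over green (Cy3) processed signals, which are background-subtracted and dye-normalized by that software. The deposited files also give the median signal and the median local background of each spot as an intensity in both channels, with flags for outlier, saturated and dim spots. The authors also deposited a table of log2 values, in which they combined the spots of a probe. Set against the scanner files, these values were the dye-normalized ratios turned to reference over mouse on every array, with a further correction on some arrays that the labels do not describe. The probe coordinates in the file headers and probe names are those of the mouse genome build mm9. The genes at these coordinates were not analysed here, because the annotation used would have to be of the same build, and GC content was not analysed here for the same reason.

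Each array carried 176340 spots, of which 169777 were not control spots. Control spots and spots with an outlier flag were left out, and spots of the same probe were averaged, which gave 165674 autosomal, 48 X and 3 Y probes. The log10 ratios were turned to log2, centred on the median of the array, and oriented to mouse over reference by changing the sign of the arrays with the mouse in Cy3. No loess or quantile normalization was applied, since these arrays were built from regions already picked for copy number differences. The median signal over local background ranged from 10.5 to 16.7 in red and from 10.5 to 17.8 in green, and 0.389% to 1.71% of the spots of an array were not well above background. No spot was saturated. The number of arrays, 2 per mouse, limits the precision.

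The calling rule followed that of the second screening of the study. A probe was called positive in a mouse when its log2 ratio passed 0.5 in the same direction on both dye-swapped arrays. A region was a set of at least 2 positive probes of the same direction, neighbours lying at most 3 probes apart. The labels do not mark which probes were positive in the first screening, so any pair of probes qualified, and the calls are therefore more permissive than those of the study. Probes past 0.5 on both arrays in opposite directions were counted as a background. Regions of different mice with the same direction and a shared positive probe were merged to a locus. A region of an offspring that shared no positive probe with a region of either parent was called offspring-only. A de novo candidate was an offspring-only region whose mean differed from that of each parent by more than 0.5, in the direction of the region and in both dye orientations. Loci named in the text were, by a rule fixed before the data were examined, the 10 candidates with the most positive probes, and up to 5 loci with the most positive probes among those called in all 8 mice and among those called in exactly 1 parent and at least 1 offspring, with ties broken by chromosome and position. Calls were made on autosomes.

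Counts of offspring and parents were compared with an exact permutation test of the mean difference, two-sided, over the 28 ways to choose 2 of the 8 mice. The same 28 choices served for a one-sided exact test of whether the labelled parents left fewer offspring-only regions than other pairs of mice. Shares of offspring that carried a locus are given with an exact (Clopper-Pearson) 95% binomial interval, which treats loci as independent although neighbouring loci are linked. Probe-wise comparisons used lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the log2 ratios averaged over both dye orientations, with Benjamini-Hochberg adjustment over the 165199 autosomal probes measured in every mouse and an adjusted p below 0.05. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

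The arrays lay on 4 slides of 4 arrays, 2 mice per slide, which were scanned on 2 days. The sire and the dam shared slide 1, offspring 1 and offspring 2 slide 2, offspring 3 and offspring 4 slide 3, and offspring 5 and offspring 6 slide 4. Parents and offspring were thus on different slides. Slide was fitted as a random block (statmod 1.5.0), and scan day, which held parents and offspring on the first day only, as a fixed block.

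The alternatives were normexp background correction on the median signals (offset 50), no centring, the values of the authors' table, centring on autosomal probes, leaving out dim and outlier-flagged probes, thresholds of 0.8 and 0.4, the mean of the dye-swapped arrays, a window of 1 probe, neighbours within 2 kb, regions of at least 3 probes, sharing of at least 50% of the probes, a difference of 0.3 from each parent, single dye orientations, a mean difference of at least 0.5, an intensity trend with robust fitting, and leaving out each offspring in turn. These were set before the data were examined. Normexp was planned on mean signals and was run on median signals, which are the ones the files used here give. Regions of non-overlapping probes (starts at least 60 bases apart), the joining of regions within 50 kb, the scan day block, the place of offspring-only regions, the offspring means at single-parent loci and the grouping of the dam's loci by direction and chromosome were chosen after the data were examined.

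The calling and the limma fits were tested on simulated data. Of 200 regions of 4 probes added to shuffled probes of the sire, 100% were recovered at a log2 ratio of 1 and 77% at 0.6, with 0 regions called elsewhere, over 165674 probes. Most regions called in the mice held 2 probes, so regions of 2 probes were simulated as well, a choice made after the data were examined. In the sire 98.5% of these were recovered at 1 and 28.5% at 0.6, with 0 regions called elsewhere. In shuffled probes of offspring 5 it was 94.5% at 1 and 30% at 0.6, with 23 and 24 regions called elsewhere. Shuffling parts overlapping probes, so these false calls leave out those that overlapping probes make together. The same shuffle served every run, so no spread of the false calls was measured. With 200 of 165199 probes changed by 0.5 and spreads taken from the real probes, limma recovered 99% in the comparison of 8 mice with 0, with 6 false calls, and 88% in the comparison of offspring with parents, with 9 false calls.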

Results

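The second screening of the study examined regions that had been positive in a genome-wide array CGH, with densely spaced probes, in order to separate true copy number differences from false positives. The data analysed here came from 1 non-irradiated family (dose 0 Gy) of a sire, a dam and 6 offspring. Every mouse was compared with the same reference male mouse in a dye-swap pair. Log2 ratios are given as mouse over reference, so a positive value stands for more DNA in the mouse. Between 165508 and 165639 autosomal probes per mouse had a value on both arrays. The median distance between the starts of adjacent probes was 85 bases, and for 37.0% of the adjacent pairs it was under 60 bases.

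The first question was how well the 2 arrays of a mouse repeated each other. The derivative log ratio spread, which measures the noise between neighbouring probes, ranged from 0.10 to 0.16 over the 16 arrays. Across probes, the Pearson correlation of the 2 oriented arrays of a mouse was negative in 7 of the 8 mice, from -0.60 in offspring 2 to -0.10 in the dam, and was 0.15 in offspring 5. The median over mice was -0.43. Probes are not independent replicates, and no test was made. The SD over probes of the half-difference between the dye orientations was 0.12 to 0.17, against 0.07 to 0.16 for their mean, and the former was the larger in every mouse but offspring 5. Of the alternatives, normexp moved the median correlation most, to -0.51.

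Probes on the sex chromosomes were used to check the sire and dam labels and the direction of the ratios. The sire had a median X log2 ratio of 0.08 with the mouse in Cy3 and -0.08 with the mouse in Cy5, and a median Y log2 ratio of -0.06 and -0.05. The dam had 0.93 and 0.72 on X, and -1.11 and -0.92 on Y. Both parents thus lay where a male and a female lie against a male reference. The Y value rests on 3 probes, whose values in the dam ranged from -3.52 to -0.34, and it moved to -1.63 when the mean over probes replaced the median. Averaged over dye orientations, the X median was 0.02 in offspring 1, -0.01 in offspring 2, 0.05 in offspring 3, 0.01 in offspring 4, 0.76 in offspring 5 and 0.77 in offspring 6. The Y median was 0.00 in offspring 1, -0.06 in offspring 2, -0.02 in offspring 3, -0.02 in offspring 4, -0.95 in offspring 5 and -0.96 in offspring 6.

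**Figure D1:**
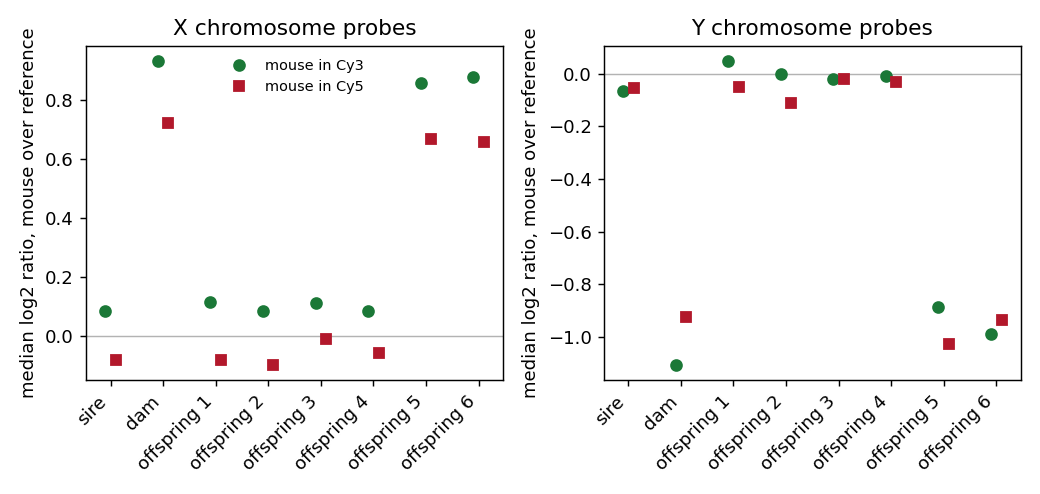
Median log2 ratio of mouse over reference over the 48 X probes (left) and the 3 Y probes (right) in each of the 8 mice, with a circle for the array with the mouse in Cy3 and a square for the array with the mouse in Cy5. The dam, offspring 5 and offspring 6 lie at 0.66 to 0.93 on X, and the other mice within 0.12 of 0.

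Positive probes were counted next. The sire had 16 positive autosomal probes, the dam 618, offspring 1 180, offspring 2 5, offspring 3 178, offspring 4 82, offspring 5 1349 and offspring 6 420. Probes past the threshold in opposite directions on the 2 arrays had been planned as a background. They numbered 105 in the sire, 76 in the dam, 59 in offspring 1 and 174 in offspring 2. Offspring 3 had 55, offspring 4 79, offspring 5 100 and offspring 6 374. In the sire and in offspring 2, these probes outnumbered the positive probes. In every mouse, the dye difference at 98.1% to 100% of them had the sign of the mean over the 7 other mice. Their number thus goes with a dye bias shared by the mice and does not measure false calls in the same direction. The mean of the offspring was 369 ± 500 positive probes (SD, n = 6) and that of the parents 317 (n = 2). The difference was smaller than the spread between the offspring (exact permutation test, two-sided, p = 0.964). The mean over all 8 mice was 356, and ranged over the alternatives from 95.5 at a threshold of 0.8 to 634.25 at a threshold of 0.4.

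**Figure D2:**
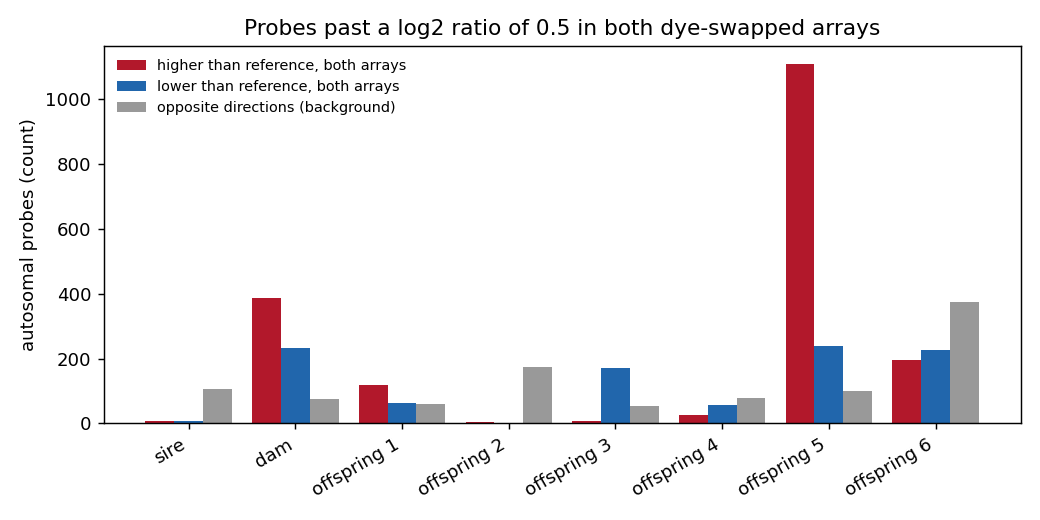
Number of autosomal probes past a log2 ratio of 0.5 on both dye-swapped arrays in each of the 8 mice, higher than the reference (red), lower than the reference (blue) and in opposite directions on the 2 arrays (grey, background). Offspring 5 had 1109 higher probes, and offspring 6 the most probes in opposite directions, 374. The grey count goes with a dye bias shared by the mice and does not measure false calls in the same direction.

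Positive probes formed 1 region in the sire, 89 in the dam, 28 in offspring 1, 1 in offspring 2, 14 in offspring 3, 5 in offspring 4, 116 in offspring 5 and 51 in offspring 6. Of these 305 regions, 257 were higher than the reference and 48 lower, and 244 held only 2 probes. With the probes of offspring 5 shuffled along the genome, 23 and 24 regions were called by chance in that mouse, and 0 in the sire. The same shuffle served both values, so they give no spread. It also scattered the positive probes of the long segments on chromosomes 3 and 4, which can add chance regions. The offspring had 35.8 ± 43.3 regions (SD, n = 6) and the parents 45 (n = 2), a difference smaller than the spread between the offspring (exact permutation test, two-sided, p = 0.929). The smallest p-value that 28 splits allow in a single tail is 0.0357. The mean over mice was 38.1 regions, and ranged over the alternatives from 3.38 at a threshold of 0.8 to 79.9 at a threshold of 0.4.

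The regions merged to 219 loci, 194 higher and 25 lower than the reference. Of these, 162 were called in 1 mouse, 36 in 2 mice, 20 in 3 mice and 1 in all 8 mice. The locus called in all 8 mice lay on chromosome 10 between 97112476 and 97112551 (mm9) and held 2 overlapping probes. Its mean log2 ratio ranged from 0.96 in offspring 1 to 1.26 in offspring 6, and the dye orientations of a mouse lay up to 0.28 on either side of these means. In the limma fit of the 8 mice against 0, its probes differed by 1.05 (adjusted p = 1.08e-06) and 1.19 (adjusted p = 4.55e-07) and were higher in 8 of 8 mice. The locus rests on a pair of probes that share most of their sequence. No locus was called in all 8 mice when dim and outlier-flagged probes were left out, with normexp, or at a threshold of 0.8.

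The family analysis asked which regions of the offspring were called in neither parent. Of the 143 offspring-only regions, 94 were in offspring 5, 20 in offspring 6, 13 in offspring 1, 13 in offspring 3, 3 in offspring 4 and 0 in offspring 2. A total of 119 were higher than the reference and 24 lower, and 130 held only 2 probes. A region missed by the calls in a parent was not always absent there. In 40 of the regions, 17 of them in offspring 6, 16 in offspring 5 and 7 in offspring 1, the mean of the dam also passed 0.5 in the same direction. A total of 31 (22 in offspring 5 and 9 in offspring 1) lay inside a segment of chromosome 4 that was raised in the dam as well. With regions within 50 kb joined, 109 offspring-only regions were left, 69 of them in offspring 5 and 4 in offspring 1. The number ranged from 11 at a threshold of 0.8 to 280 at a threshold of 0.4.

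De novo candidates, which also had to differ from each parent by more than 0.5, numbered 41. Of these, 40 were in offspring 5, all higher than the reference, and 1 was in offspring 3. Without offspring 5, 1 candidate was thus left. All but 1 of the candidates held 2 probes, and in 26 of them (63.4%) the probes started less than 60 bases apart, so that they measured much the same DNA. The number was 76 when a difference of 0.3 from each parent sufficed and 1 when a region needed 3 probes. The candidate of 3 probes lay on chromosome 6 between 25696261 and 25697421 (mm9). Its mean log2 ratio was 0.88 ± 0.04 in offspring 5 (distance of each dye orientation from the mean), -0.39 in the sire, -0.10 in the dam, -0.71 in offspring 1, -0.01 in offspring 2, -0.83 in offspring 3, -0.68 in offspring 4 and 0.46 in offspring 6. Mice other than the one with the call thus differed from the reference there as well. The other 9 named candidates, all of offspring 5, had means of 0.65 to 0.91 and lay on chromosomes 1, 2, 3 and 4. Among them, the candidate on chromosome 2 at 52300936 had a mean of 0.91 in offspring 5 and 0.48 in offspring 6, and the candidate on chromosome 4 at 6961662 had 0.83 in offspring 5 and 0.05 in offspring 6. The candidate of offspring 3, named after its values were seen, lay on chromosome 10 between 22555501 and 22555587, with a mean of -0.90 in offspring 3, -0.62 in offspring 4, -0.54 in offspring 1, -0.30 in the sire, -0.06 in the dam, 0.02 in offspring 2, 0.35 in offspring 6 and 0.50 in offspring 5. Another candidate of offspring 5, on chromosome 4 at 101249862, was at the edge of a segment that was raised in the dam as well, with means of 1.32 in offspring 5 and 0.52 in the dam. These means were selected by the calls and are therefore biased away from 0.

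If loci are inherited, the labelled parents should leave fewer offspring-only regions than other pairs of mice. The sire and the dam left 143. Over all 28 pairs the number ranged from 44 (dam and offspring 5) to 297, and 13 pairs left as few as the parents (exact permutation test, one-sided, p = 0.464). The number depends on how many regions the chosen pair has itself, and the sire had 1. Over the alternatives the p-value lay between 0.250 and 0.643.

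All 87 loci called in exactly 1 parent were called in the dam. Of the 522 pairs of such a locus and an offspring, 65 were carried, which is 12.5% (exact 95% binomial interval 9.74% to 15.6%). Offspring 6 carried 29 of the loci, offspring 5 21, offspring 1 14, offspring 4 1, and offspring 2 and offspring 3 0 each. A total of 40 loci were called in no offspring. A locus missed by the calls in an offspring was not always absent there. At 36 of these 40 loci the mean of at least 1 offspring passed 0.5 in the direction of the locus, 32 of them in offspring 6, and over all 87 loci the mean did so in 111 of the 522 pairs. The share carried is therefore a share of calls and does not measure transmission. The loci were not independent. On chromosome 4, 23 higher loci lay inside a single segment and made up 25 of the 65 carried pairs, including all 14 of offspring 1. A further 8 loci were lower than the reference, and all 8 were called in offspring 5 and offspring 6 and in no other offspring, which made up 16 of the carried pairs. The other 56 loci were higher and made up 24 of the carried pairs, of which 21 were in offspring 6. Loci of this group on different chromosomes could repeat the same graded values. At 4745986 on chromosome 1 and 13264938 on chromosome 14, the dam had 0.84 and 0.67 and offspring 6 0.68 and 0.68. Offspring 4 had 0.31 and 0.41, the sire 0.26 and 0.14, and offspring 2 -0.17 and -0.18. How many loci did so was not counted. An effect of the probes or arrays was not tested, so these calls need not come from the dam. The share carried moved most at a threshold of 0.8, to 27.8%.

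The single-parent locus with the most positive probes lay on chromosome 3 between 25416456 and 25456288 (mm9), spanned 39833 bases and held 137 positive probes. The mean log2 ratio over these probes was -1.85 in the dam, -1.79 in offspring 5 and -1.80 in offspring 6. It was 0.00 in the sire, 0.02 in offspring 1, -0.09 in offspring 2, 0.01 in offspring 3 and -0.05 in offspring 4. The dye orientations of a mouse lay within 0.04 of these means, so the difference was many times larger than the measurement error.

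**Figure D3:**
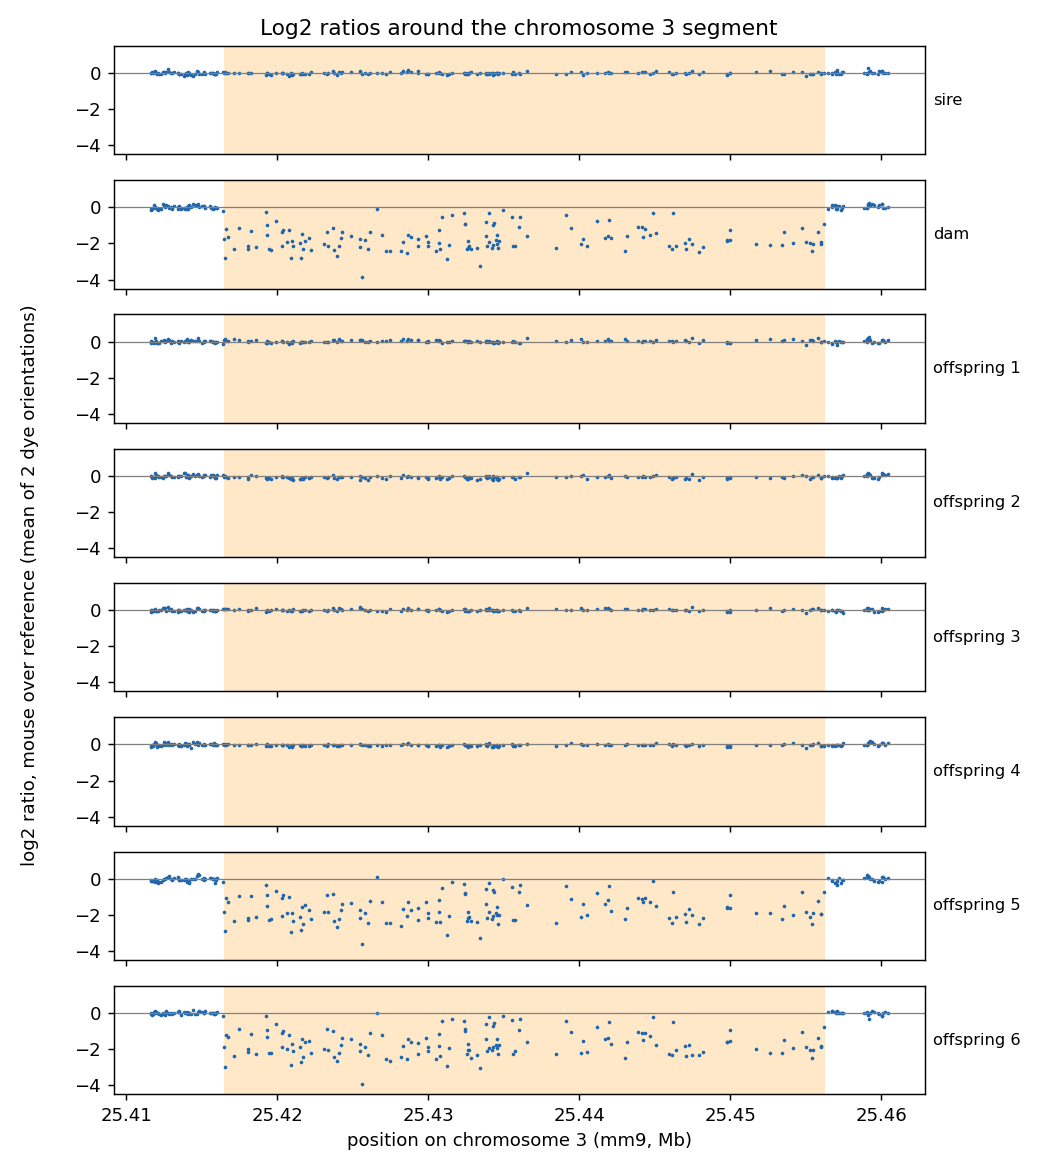
Log2 ratio of mouse over reference (mean of both dye orientations) of each probe on chromosome 3 of mm9 against its position in Mb, a panel for each of the 8 mice, with the segment of 39833 bases shaded. Most probes in the segment lie well below 0 in the dam, offspring 5 and offspring 6, and near 0 in the other mice.

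Among the 5 single-parent loci with the most positive probes, 3 lay close together on chromosome 4. The locus at 101172573 to 101175394 (12 probes) had a mean log2 ratio of 0.63 in the dam, 0.59 in offspring 1 and 0.69 in offspring 5, and of 0.04 or less in the other mice. The locus at 101242702 to 101243245 (6 probes) had 0.58 in the dam, 0.54 in offspring 1 and 0.53 in offspring 5. The locus at 101249118 to 101249608 (6 probes) was called in the dam (0.65) and in offspring 1 (0.64), and had 0.49 in offspring 5. The fifth locus, on chromosome 10 at 120432307 to 120433047 (7 probes), had 0.68 in the dam and 0.76 in offspring 6, but also 0.45 in offspring 4 and 0.27 in the sire.

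The chromosome 4 loci belonged to a longer stretch of raised probes. With regions within 50 kb joined, a choice made after the data were examined, the calls of the dam, offspring 1 and offspring 5 spanned 101112947 to 101249926 (136980 bases, 901 probes). The mean over all probes of the segment was 0.35 in the dam, 0.32 in offspring 1 and 0.35 in offspring 5. It was 0.00 in the sire, 0.01 in offspring 2, 0.00 in offspring 3, 0.00 in offspring 4 and 0.00 in offspring 6. The threshold of 0.5 was passed by 111 of the probes in the dam, 105 in offspring 1 and 116 in offspring 5, which is why the calls broke into small loci.

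**Figure D4:**
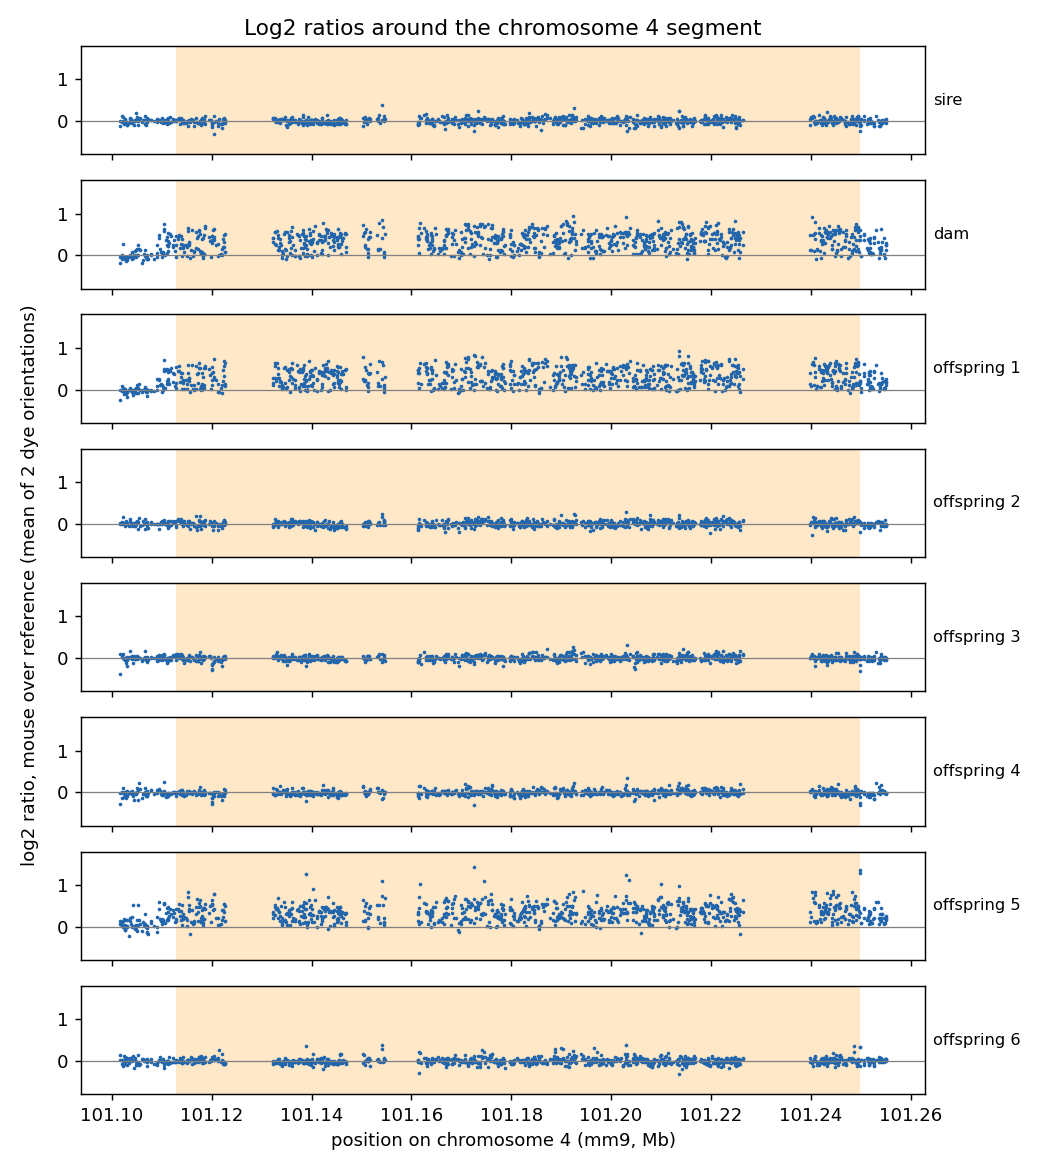
Log2 ratio of mouse over reference (mean of both dye orientations) of each probe on chromosome 4 of mm9 against its position in Mb, a panel for each of the 8 mice, with the segment of 136980 bases shaded. Probes in the segment spread between about 0 and 1 in the dam, offspring 1 and offspring 5, and lie around 0 in the other mice.

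In the probe-wise comparison of the 8 mice with 0, 17324 of 165199 autosomal probes differed from the reference (limma, adjusted p below 0.05), 7055 higher and 10269 lower. The median size of the difference was 0.08, and only 8 of these probes differed by at least 0.5. Of the 17324 probes, 11628 had the same direction in all 8 mice. The number depended on single mice, and was 3446 without offspring 1. It was 86301 with only the arrays that had the mouse in Cy5 and 94229 with only those that had it in Cy3. Of the 10 probes with the smallest p-values, 9 lay on chromosome 14 between 53714116 and 54124127, with differences of -0.51 to -0.37, lower in 8 of 8 mice.

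In the comparison of offspring with parents, limma called 0 probes at an adjusted p below 0.05, and 5081 of 165199 had an unadjusted p below 0.05. The smallest adjusted p was 0.998. With slide as a random block, 0 probes were called and 5668 had an unadjusted p below 0.05. With scan day as a block, 0 probes were called and 3958 had an unadjusted p below 0.05. No slide held both parents and offspring, so no value within slides can be given.

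The probes of chromosome 14 were followed over 4 segments between 53709760 and 54236886 (mm9), which were chosen after the data were examined. In the segment from 53709760 to 53836100, the mean log2 ratio of 206 probes was -0.25 ± 0.02 (SD, n = 8). It was -0.17 ± 0.01 (SD, n = 8) from 53890163 to 53998681, -0.21 ± 0.02 (SD, n = 8) from 54103487 to 54152184 and -0.21 ± 0.01 (SD, n = 8) from 54211341 to 54236886. Every mouse lay below 0 in every segment, and the mice differed little from each other.

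**Figure D5:**
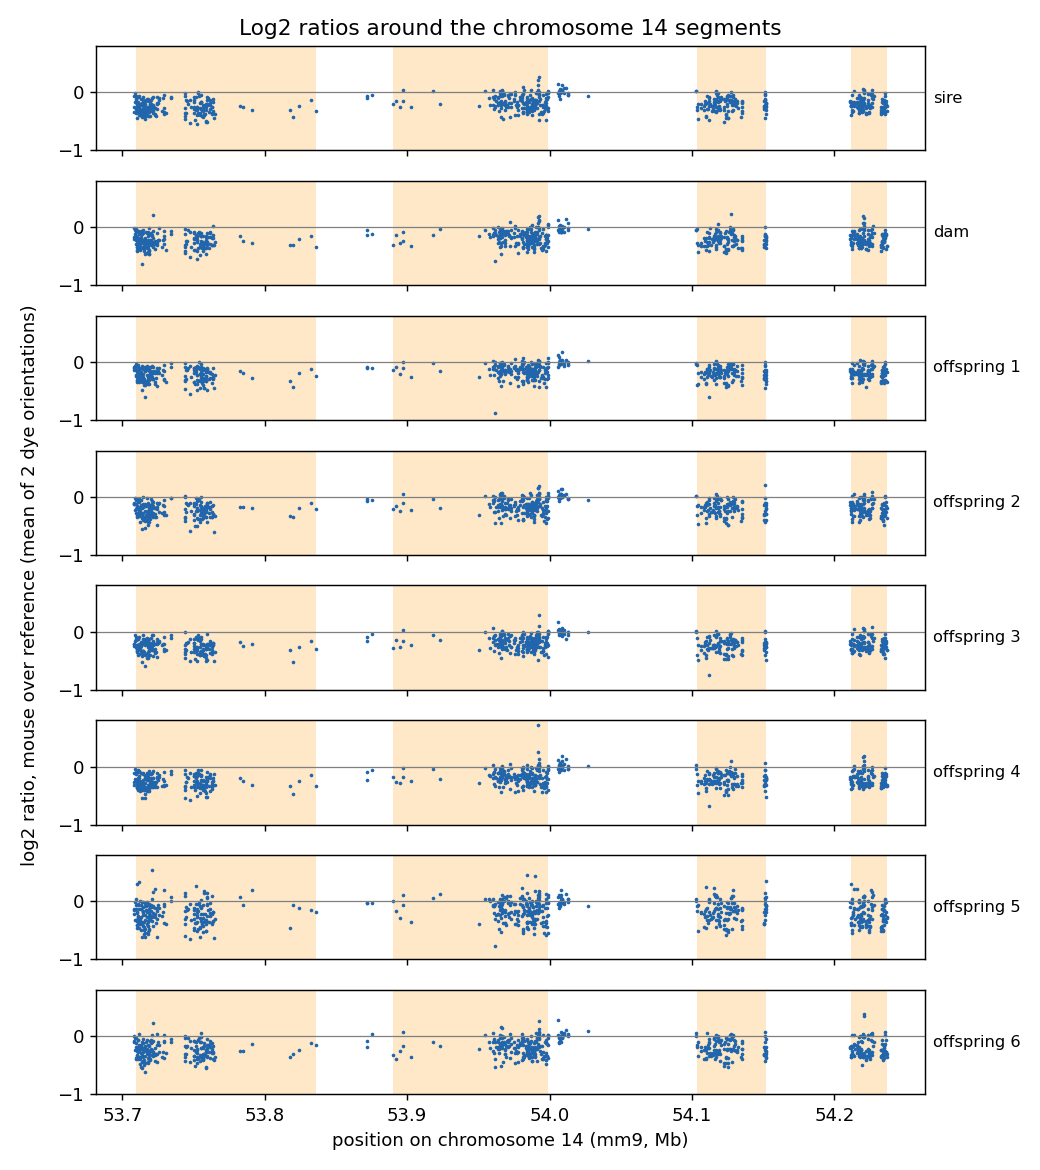
Log2 ratio of mouse over reference (mean of both dye orientations) of each probe on chromosome 14 of mm9 against its position in Mb, a panel for each of the 8 mice, with the 4 segments shaded. In all 8 mice the probes of the segments lie mostly below 0, with segment means between -0.27 and -0.16.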

Values the study reported

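In its second screening the study tested probes that were positive in the first, and the size of their log2 ratio had to exceed 0.5. A newly added probe no more than 3 probes away had to pass 0.5 as well. In its first screening the threshold for a single probe was 0.8. It described a spacing of about 0.1 kb for the probes of the second array. In its non-irradiated group it reported 11 deletions and 3 duplications after testing by quantitative PCR. Over both groups, it listed mice with 9 to 108 de novo candidates each, of which the non-irradiated mice had 19 and 55, all of them deletions with a single positive probe in the first screening.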

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

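The tests in this part were chosen after the results were seen, except the test of the sign of the dye bias in offspring 6, which was set before its value was known. The authors' values and the filter on dim and outlier-flagged probes were alternatives set before the data were examined, and only their use as tests of offspring 5 was chosen later. Among 6 offspring, chance alone sets about 1 in 20 measures this far apart, and 12 measures were examined, several of which count the same probes.

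Offspring 5 stood apart from the other offspring in the number of positive probes (1349, next 420), of offspring-only regions (94, next 20) and of de novo candidates (40, next 1). Random noise of the arrays would put positive probes on both sides of 0 alike, but outside the long segments on chromosomes 3 and 4, 90.4% of them were higher. Overlapping probes that count the same DNA more than once do not account for all of it, since 15 candidates were left in offspring 5 and 0 in the other offspring when the probes of a region were not allowed to overlap. Positive probes that lie close together by chance also form regions, 23 and 24 under the main rule in runs on the same shuffle of offspring 5. No such count was made for candidates whose probes do not overlap, so the 15 are not thereby shown to be true changes. The smooth profile that the authors' table removed does not account for it either, with 45 candidates of offspring 5 in that table. With dim and outlier-flagged probes left out, 35 of offspring 5 were left. The higher probes outside these segments were dimmer than the array as a whole, whose median log2 signal over background was 3.63, in all 8 mice, and less so in offspring 5 than in the other mice (medians of 0.55 to 1.73). An effect of the slide stays open. At the 40 candidates, offspring 6, which shared the slide, had a median of 0.26 and lay above 0 in all 40, while the medians of offspring 1 to 4 lay between -0.15 and 0.00. Because these regions were picked for the pattern and the slide held only these mice, slide and mouse cannot be told apart. No biological explanation was tested.

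Offspring 6 had 374 probes past the threshold in opposite directions on its 2 arrays, against at most 174 in the other offspring. A stronger form of the dye bias shared by all mice stays open. At 99.5% of these probes the half-difference of the dye orientations had the sign of the mean over the 7 other mice, but the share was 98.1% to 100% in the other mice, so it does not bear on the excess. With these probes left out, a larger scale of the shared dye bias was tested by the slope of the half-difference on the mean of the 7 other mice. The slope was 1.13 in offspring 6 and 0.848 to 1.02 in the other mice. The SD of the part not shared was also larger, 0.0988 against 0.0604 to 0.0802, so the share of either in the excess cannot be told apart. No biological explanation was tested.

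Offspring 5 had the only positive correlation between its dye-swapped arrays (0.15). A weaker dye bias is argued against, since the SD of the half-difference of its dye orientations was 0.136, within the range of 0.124 to 0.167 over the 8 mice. The SD of the mean of the dye orientations was 0.158, against 0.0724 to 0.125 in the other mice, so the correlation goes with a larger spread of the mouse-over-reference differences. Leaving out the positive probes of each mouse, which lowers a correlation by construction, gave -0.03 in offspring 5. In the other mice it gave -0.60 (offspring 2) to -0.31 (dam). Offspring 5 still stood apart, so its excess of positive probes alone does not account for its correlation. No biological explanation was tested.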

How the results depend on the processing

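The alternatives with non-overlapping probes, joined regions, the scan day block and the chromosome segments were chosen after the results were seen. Among the alternatives set beforehand, 107 of 147 values of the main results stayed within 1.5 times of a count, within the spread of a value, within the interval of a share or on the same side of a test, and 40 moved. No value reversed.

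With normexp background correction, the mean number of positive probes per mouse was 215.5, of regions 15.5, of loci in all 8 mice 0, of offspring-only regions 64, of candidates 21 and of probes that differed between the family and the reference 6902. The share of single-parent loci carried was 16.1%. At a threshold of 0.8 the values were 95.5 positive probes, 3.38 regions, 0 loci in all 8 mice, 11 offspring-only regions, 6 candidates and 27.8% carried. At a threshold of 0.4 they were 634.25 positive probes, 79.9 regions, 280 offspring-only regions, 65 candidates and 16.6% carried. With the mean of the dye-swapped arrays they were 619 positive probes, 78.9 regions, 230 offspring-only regions and 17.3% carried. With at least 3 probes per region they were 7.63 regions, 0 loci in all 8 mice, 18 offspring-only regions, 1 candidate and 6.45% carried. Stricter or looser rules move these counts by construction. With probes that do not overlap they were 20.4 regions, 0 loci in all 8 mice, 65 offspring-only regions, 15 candidates and 9.56% carried. With a difference of 0.3 from each parent there were 76 candidates. With dim and outlier-flagged probes left out there were 0 loci in all 8 mice. The window, the distance of neighbours and the smallest region do not act on single positive probes, so they were not run for that count. In every setting offspring 5 had the most candidates.

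The Y median moved to -0.0695 in the sire and -0.75 in the dam with normexp, and to -0.0187 in the sire and -1.63 in the dam with the mean over probes. With the dim and flagged probes left out, no Y probe was left. The X medians of the parents stayed within the spread of their arrays.

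The number of probes that differed between the family and the reference was 86301 with only the mouse in Cy5 and 94229 with only the mouse in Cy3, where the dye bias is not averaged out, and 8 with a mean difference of at least 0.5. Leaving out each offspring in turn gave 3446 to 23398 probes, with the lowest count without offspring 1. The cause of that range was not tested. In the comparison of offspring with parents, 0 probes were called by limma in all 17 alternatives, with the smallest adjusted p, 0.0843, for the arrays with the mouse in Cy3. No paired analysis was possible because the sire and the dam are single animals and the offspring numbers do not pair with them. The median signal over background was 10.5 to 17.8, and leaving out dim and outlier-flagged probes lowered the number of offspring-only regions from 143 to 121.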

Other observations

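All tests in this part were chosen after the patterns were seen, so the explanations are hypotheses.

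The segment on chromosome 3 was lower in the dam (-1.74 over all 148 probes), offspring 5 (-1.68) and offspring 6 (-1.68), and near 0 in the other mice. Dye bias is argued against, since the dam had -1.71 in the weaker dye orientation. An autosomal loss of both copies in the dam, against a reference of 2 equal copies, would leave each offspring with at least 1 reduced copy, but the highest offspring lay at 0.0201. The same mice had high X and low Y medians, and the values fell into 2 clusters on all 3 measures. For this segment alone, a sequence on the Y chromosome that the probes also match cannot be told apart from an autosomal loss with a reference and sire that each carry 1 reduced copy. The number of mice with only 1 of a low segment and a low Y median was 0, but this match is what prompted the first explanation. The second would also allow offspring as low as -1.68 and offspring near 0.

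The dam had 7 further lower loci of 2 or 3 probes, on chromosomes 1, 7, 9, 12 and 13, with means of -1.53 to -0.89. At each of them offspring 5 and offspring 6 were low (-1.69 to -0.90), and the other offspring lay between -0.15 and 0.23. The loci were taken for their call in the dam, whatever the values of the offspring. Autosomal losses with a reference and sire of 1 reduced copy, passed on independently, are argued against for these loci as a set. The probability that the offspring split as on chromosome 3 on all 5 chromosomes would be 9.31e-10. Sequences on the Y chromosome that the probes also match are a candidate explanation, since in 100% of the pairs of a locus and an offspring both or neither of the locus and the Y median were low. The 3 Y probes limit the comparison. Another property shared by the arrays of the dam, offspring 5 and offspring 6 was not tested.

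The segment on chromosome 4 was raised in the dam, offspring 1 and offspring 5, which lay on 3 different slides. An effect of the slide is argued against, since the highest value of a mouse that shared a slide with one of them was 0.00688. Chance drift is argued against as well. Among 9873 random windows of 901 probes, the mean farthest from 0 was 0.28 in the dam, against 0.35 in the segment. The windows were not kept clear of the low chromosome 3 segment, so 0.28 may overstate the drift. In offspring 1, which was near 0 on chromosome 3, it was 0.14, against 0.32 in the segment. A gain passed on by the dam to offspring 1 and offspring 5 stays open. The sire lay at 0.00256 and the offspring either near the dam or near 0, which such a gain allows. The segment was picked for its positive probes in single mice, after the data were examined, and no separate data test the gain. The calling rule saw it only as many small loci.

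The chromosome 14 segments were lower in all 8 mice. An effect of the slide is argued against, since the value nearest 0 in any mouse and segment was -0.16, and so is dye bias, since the value nearest 0 in either dye orientation was -0.15. The SD over the 8 mice was at most 0.0192, which is consistent with a difference of the reference animal. With a single reference animal, this cannot be told apart from a change shared by the family.

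On chromosome 8, 136 probes between 102186426 and 102208376 had means of 0.25 in the dam, 0.23 in offspring 6 and 0.19 in offspring 5, and of 0.00 to 0.02 in size in the other mice. Only 14 of these probes passed 0.2 on average over the mice. The dam, offspring 5 and offspring 6 were also the mice with high X and low Y medians. No explanation was tested.

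The negative correlation between dye-swapped arrays goes with a probe-specific dye bias shared by the mice. The half-difference of the dye orientations correlated across probes between every pair of mice, at 0.63 in the lowest pair and 0.83 to 0.86 in pairs on the same slide. Such a bias would give these correlations. The average of the dye-swapped arrays removes it only as far as it is equally large on both arrays, which was not tested.

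The authors' table matched the scanner values on the arrays of 5 mice, with a difference whose SD was at most 0.00263. On the 6 arrays of the dam, offspring 5 and offspring 6 the SD of the difference was 0.0176 to 0.0759, and its profile was nearly the same on all of them (absolute correlation of at least 0.998). The profile was smooth along the chromosomes, with a correlation of 0.974 between adjacent probes. A correction applied by slide is argued against, since the sire, on the slide of the dam, had at most 0.00159. The dam, offspring 5 and offspring 6 were also the mice with high X and low Y medians. What made the arrays of these mice differ was not tested.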
